A study of Rattus norvegicus with 3 samples.

How the data were processed

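Dissociated cells of the cerebral cortex of wild-type rat embryos (Rattus norvegicus) were profiled by droplet-based single-cell RNA sequencing in 3 libraries, labelled by the submitters with embryonic days 14, 16 and 18 and called here the libraries labelled E14, E16 and E18. Each label has 1 library, so no comparison has a replicate check. No p-value, standard error or count of changed genes is given. Per the labels, tissue was dissociated with papain and libraries were made with the 10x Genomics Single Cell 3′ kit, version 3.1, and sequenced on a NovaSeq 6000. The labels' protocol text also describes cultured cells, oligonucleotide multiplexing and sorting of live human cells by an antibody. That part does not match primary rat cells, and which of its steps these libraries went through is not known. All features in the deposited files are rat genes measured as gene expression.

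The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and cell barcode, written by Cell Ranger 6.0.1 per the file headers. They are not normalized. Genome build and annotation are stated neither in the labels nor in the headers, so no coordinates are given. Each matrix lists the same 29772 genes under identifiers made of the word gene and the symbol, and genes are named here by that symbol. A RefSeq gene table of another assembly, GRCr8, was used only to list Y chromosome genes. It holds 87.9% of the symbols.

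Barcodes with at least 1000 detected genes and at most 10% of UMIs from the 13 mitochondrial genes were kept. Of 7100 barcodes labelled E14, 4444 passed. Of 6707 labelled E16, 5193 passed, and of 6937 labelled E18, 5690 passed. The library labelled E14 had 27.5% of barcodes under the gene minimum and 25.9% above the mitochondrial maximum. The corresponding values were 18.3% and 12.6% in the library labelled E16 and 13.1% and 12.1% in that labelled E18. Doublets were scored with Scrublet in Scanpy 1.11.5, and the highest scores were removed at 0.8% of cells per 1000 cells. This took out 158, 216 and 259 cells in label order. Scrublet's own threshold would have marked 3.11%, 1.10% and 2.92%. The cells left were 4286, 4977 and 5431, with medians of 11193, 12276 and 10475 UMIs. The files' total UMI counts were 62740631, 80974234 and 73727823.

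Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were chosen by dispersion within each library, averaged over libraries, without the tested gene lists and without mitochondrial, ribosomal protein, haemoglobin and sex-linked genes. Cells were clustered on 30 principal components and 15 neighbours with the Leiden method (leidenalg 0.10.2, resolution 1), all libraries together and with no integration. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9 were used.

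Clusters were named from 125 marker symbols of 14 cell classes fixed before the data were examined. The way they were scored was settled only after the clusters had been seen. A cluster took the class with the highest mean log2 fold of its markers over the mean of the libraries, with 10 CPM (UMIs per 1000000 UMIs) added. It kept the name only if at least 3 markers were raised at least 1.2-fold and detected in at least 20% of its cells, and if no other class had more markers among its 10 leading genes of at least 50 CPM. A cluster under 1/3 of its library's median depth with no marker among its leading genes stayed unnamed. A cluster torn only between newborn and maturing neurons counted as an excitatory neuron, not split, which occurred only in alternatives (1440 cells labelled E14 at resolution 0.5, 1332 with doublets removed at 2 times the rate and 502 with each library clustered on its own). Haemoglobin, mitochondrial and ribosomal protein genes did not count. The fixed reference level, the haemoglobin exclusion and the unsplit class were added after clusters left unnamed under alternatives had been seen, and the class shares given here did not change with that revision. Of 28 clusters, 26 were named and 2 stayed unnamed. The unnamed clusters held 0.070% of cells labelled E14, 8.92% of those labelled E16 and 0.884% of those labelled E18. Class names stand for cells with such markers, and rest on clusters rebuilt here. In 14 clusters, holding 68.6% of all cells, over 90% of the cells came from 1 library. A class can therefore be made of different clusters in different libraries.

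Shares of cells carry exact Clopper-Pearson 95% intervals, and ratios of classes carry the transformed exact interval. Differences of shares combine the exact limits by square-and-add. UMIs were summed per class and library and divided by the class total to give CPM with exact Poisson 95% intervals. All intervals cover counting error only and leave out variation between embryos, litters and preparations. A gene list is summarised by the median log2 CPM ratio between libraries with 1 CPM added, over genes with at least 5 CPM on average. Its interval comes from 1000 Poisson draws, and that of the distance ratio from 200. Its percentile comes from 10000 random lists matched gene by gene on expression. Classes with fewer than 20 cells in a library gave no CPM. The tested lists were deep layer, upper layer, early radial glia, late radial glia, Wnt feedback and target, dissociation stress, and S phase and G2M phase genes. The last pair served to score cycling cells. Of all listed symbols, 2 were not among the files' symbols.

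Cycling cells were those with an S or G2M score above 0, the mean log expression of the list less that of genes in the same of 25 expression bins. Cells were first thinned at random to 2000 UMIs, and shallower cells were left out. Shares of cells with a Bcl11b UMI were taken at the same depth, beside endothelial, mural and microglial cells as background. Some planned results for single genes are not reported here. The distance between libraries within a class is the median absolute log2 CPM ratio over genes with at least 50 CPM on average, with sums thinned to the smallest library. It is set beside random splits of the cells of 1 library into equal parts.

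Beyond the lists, genes were named by a rule fixed before the data were examined. In radial glia and in maturing excitatory neurons it takes the 5 highest and 5 lowest CPM ratios of label E18 over E14. Genes needed at least 50 CPM in a library and a change in one direction from label E14 to E16 and from E16 to E18. Their highest CPM in the class had to reach 0.5 of the highest CPM of any named class with at least 50 cells in that library. Cell type markers, cell cycle, mitochondrial, ribosomal protein, haemoglobin and sex-linked genes and genes without a symbol of their own were left out.

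The steps were tested on simulated data. For class sums of 2 libraries over 3037 genes, 99.5% of 200 changed genes came out within 0.3 of the true log2 ratio. With no difference and 2992 genes, the distance was 0.055. In simulated clusters with markers raised 8-fold, 13 of 14 classes were named correctly, and 3 of 3 clusters without raised markers stayed unnamed. The class that was missed was the oligodendrocyte progenitor. Real clusters could rise far less. Clusters of 1238, 1175 and 423 cells labelled E16 named radial glia had mean log2 marker folds of 0.39, 0.54 and 0.54. Naming at that level was not simulated.

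Alternatives set before the data were examined were a looser filter (500 genes, 20%) and a stricter filter (2000 genes, 5%), no doublet removal and removal at 2 times the rate, Leiden resolutions of 0.5 and 2, each library clustered on its own, classes by the highest marker score per cell, and the tested lists allowed among variable genes. For lists they also were CPM without mitochondrial, ribosomal protein and haemoglobin UMIs, median-of-ratios scaling, the mean of the cells' own CPM, a minimum of 20 CPM and a pseudocount of 5 CPM. For shares at equal depth they were 4000 UMIs and no thinning. For distances they were minimums of 200 and 10 CPM and the removal of cell cycle, mitochondrial, ribosomal protein and haemoglobin genes. Giving every cluster its best class with no minimum was added after seeing the data.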

Results

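The series measured gene expression in single cells of the embryonic rat cerebral cortex at 3 label ages, with 1 library each. Its title concerns the timing and scaling of neurogenesis and the numbers of excitatory neuron subtypes, so the comparisons implied are those of cell classes and of stage and layer genes between embryonic days 14, 16 and 18. The library labelled E14 held 62740631 UMIs in 7100 barcodes, that labelled E16 80974234 UMIs in 6707 barcodes, and that labelled E18 73727823 UMIs in 6937 barcodes. After filtering, 4286, 4977 and 5431 cells remained in label order. There was no replicate at any age, and every interval below is a 95% interval for counting error only. Stage genes fixed beforehand did not run in the order of the labels, as given below. Each direction in the text is therefore between libraries as labelled, not between known ages.

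The first question was how the make-up of the cortex changed between ages. Radial glia, the neural stem cells of the ventricular zone, made up 8.56% (7.74 to 9.44) of cells labelled E14, 57.8% (56.4 to 59.1) of those labelled E16 and 32.3% (31.0 to 33.5) of those labelled E18. Intermediate progenitors, the Eomes-marked daughters of radial glia, made up 11.4% (10.4 to 12.4), 7.94% (7.20 to 8.72) and 17.0% (16 to 18.1). Newborn excitatory neurons were 27.2% (25.8 to 28.5), 12.9% (12 to 13.9) and 35.2% (34.0 to 36.5). Maturing excitatory neurons were 50.5% (49.0 to 52.0) of cells labelled E14. They were 9.91% (9.12 to 10.7) of cells labelled E18, and 1 of 4977 cells labelled E16. Newborn and maturing neurons together came to 77.7% (76.4 to 78.9), 12.9% (12 to 13.9) and 45.1% (43.8 to 46.5).

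**Figure D1:**
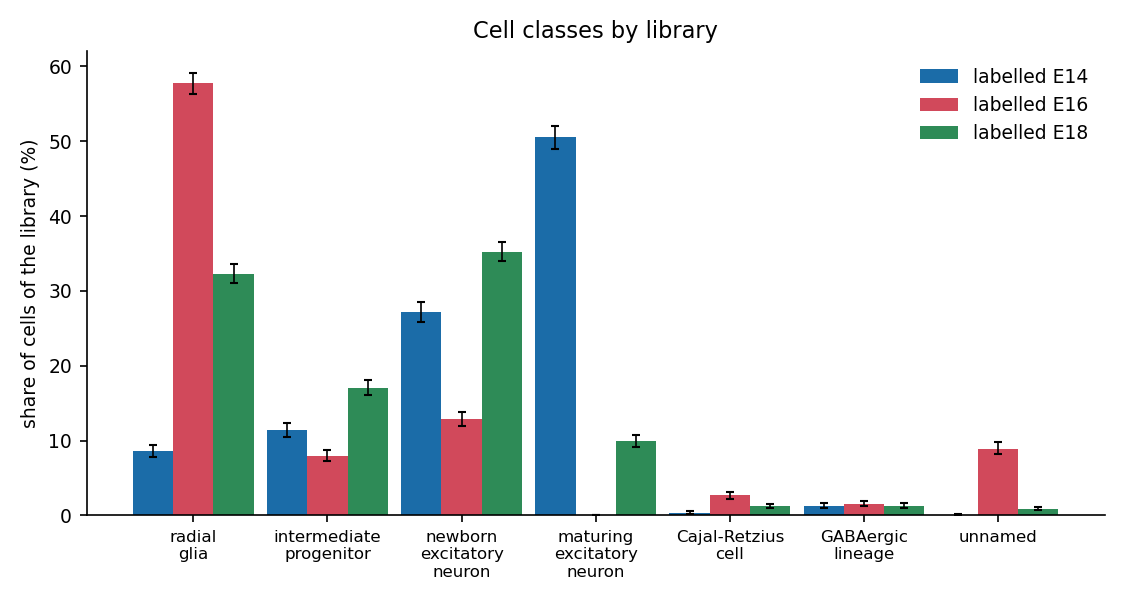
Share of each library's cells (percent, vertical axis) in 6 neural classes and in unnamed clusters, by library label (colours), with exact 95% intervals as error bars. Radial glia had their highest share, 57.8%, in the library labelled E16, and maturing excitatory neurons theirs, 50.5%, in that labelled E14.

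The share of radial glia was 23.7 percentage points (22.2 to 25.2) higher in the library labelled E18 than in that labelled E14. The alternative that moved this most was the stricter cell filter, under which the difference was 5.98 points and only 322 cells labelled E14 were left. For intermediate progenitors the difference, 5.65 points, was -1.31 with that filter and -2.09 with the looser one. It rose to 14.5 and 11.3 points at Leiden resolutions 0.5 and 2. For newborn neurons, 8.08 points, it was -6.25 and -2.70 at these resolutions, and 16.1 with doublets removed at 2 times the rate. For maturing neurons, -40.6 points, it was -1.54 at resolution 0.5, -9.25 with the stricter filter, -10.5 with doublets removed at 2 times the rate and -27.4 with the looser filter. Cajal-Retzius cells, early-born neurons of the marginal zone, were 0.373% (0.213 to 0.606), 2.67% (2.24 to 3.16) and 1.2% (0.925 to 1.52). Cells named as GABAergic lineage were 1.31% (0.988 to 1.69), 1.53% (1.2 to 1.91) and 1.27% (0.990 to 1.61), but 73 of the 76 cells labelled E16 formed a cluster apart from most of the others. An unnamed cluster of 3, 426 and 35 cells would join this class if every cluster took its best class, so no equality of shares is claimed. Choroid plexus cells were 0 of 4286 labelled E14, with an exact upper limit of 0.086%. They were 2.87% (2.43 to 3.38) of cells labelled E16 and 1.0% (0.796 to 1.36) of those labelled E18. Erythroid cells were 0.023%, 2.47% and 0.166% in label order, and meningeal or fibroblast-like cells were 0 of 4286, 1.87% and 0.368%.

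Ratios to radial glia leave out the maturing neurons, which accumulate with time. Per radial glia cell there were 1.33 (1.16 to 1.53) intermediate progenitors in the library labelled E14, 0.137 (0.123 to 0.153) in that labelled E16 and 0.528 (0.487 to 0.572) in that labelled E18. Newborn excitatory neurons per radial glia cell were 3.17 (2.82 to 3.58), 0.223 (0.205 to 0.243) and 1.09 (1.02 to 1.17). Between labels E14 and E18 the log2 ratio of the second value fell by 1.54, and under the stricter filter it was 0.26, the opposite direction.

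Gene lists for early and late radial glia, kept out of the clustering and naming, asked how far the stem cells had moved along their stage programme. Radial glia of the 3 libraries gave 5457506, 44483637 and 24850499 UMIs. The early list had 8 usable genes of 11. Its median log2 ratio was 1.94 (1.82 to 2.03) for label E16 over E14, with 8 of 8 genes higher, and -0.98 (-1.03 to -0.88) for E18 over E16, with 7 of 8 lower. For E18 over E14 it was 1.02 (0.89 to 1.17), and 1.34 under the alternative that moved it most, a minimum of 20 CPM. The early list lay at percentile 100 of 10000 matched random lists for E16 over E14 and for E18 over E14. Hmga2 stood at 12.8 CPM (10.0 to 16.2) in radial glia labelled E14, 222.0 CPM (217.6 to 226.4) in those labelled E16 and 21.5 CPM (19.7 to 23.4) in those labelled E18. For Crabp2 the values were 7.70, 109.2 and 46.1 CPM, and for Ccnd1 70.9, 249.1 and 39.9 CPM. Lin28b had 0 UMIs in radial glia labelled E14, 291 in those labelled E16 and 25 in those labelled E18.

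The late list, with 15 usable genes of 15, ran the other way. Its median log2 ratio was -3.22 (-3.29 to -3.13) for label E16 over E14, with 15 of 15 genes lower, and 1.03 (0.84 to 1.11) for E18 over E16, with 14 of 15 higher. For E18 over E14 it was -1.59 (-1.65 to -1.53). Aldoc was at 721.8 CPM (699.4 to 744.7) labelled E14, 17.2 CPM (16 to 18.5) labelled E16 and 238.9 CPM (232.9 to 245.1) labelled E18. Tnc was at 121.1, 0.112 and 6.92 CPM, Apoe at 65.4, 4.79 and 10.8 CPM, and Hopx at 458.5, 132.2 and 236.6 CPM. Of the 15 late genes, 12 were lowest labelled E16, intermediate labelled E18 and highest labelled E14, and none rose in label order. Of the 8 early genes, 6 took the reverse sequence and 1, Dct, rose in label order.

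**Figure D2:**
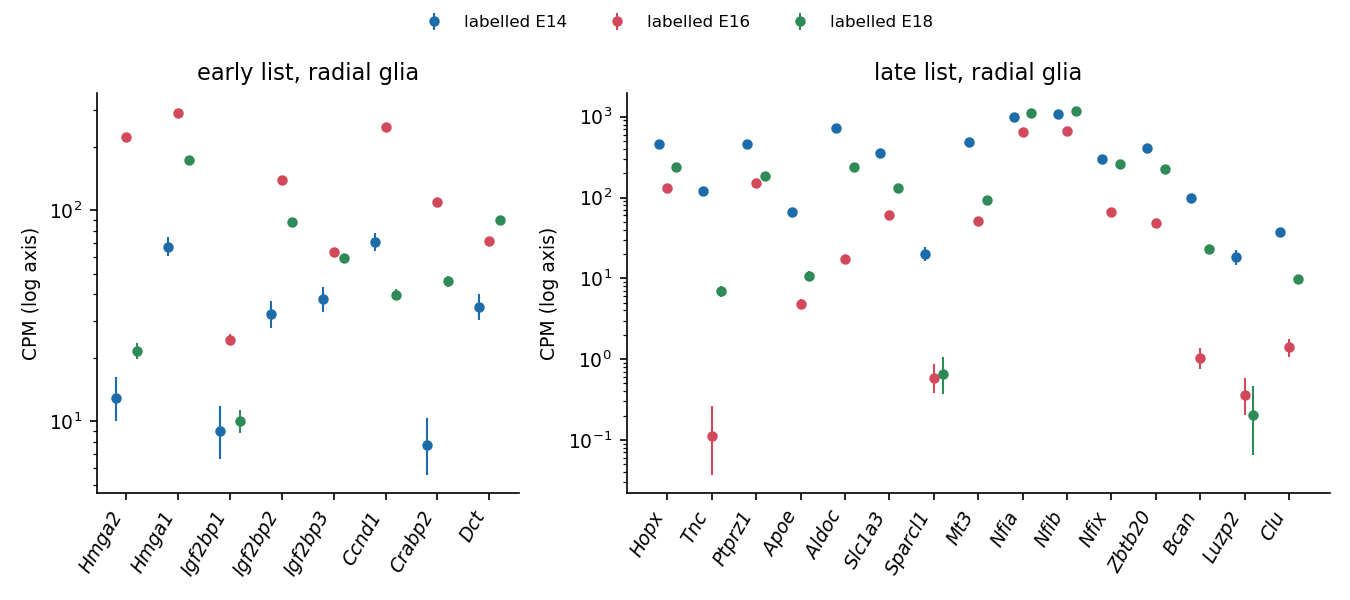
CPM (log axis) of the early list genes and the late list genes with at least 5 CPM on average in radial glia, 1 point per library with exact Poisson 95% intervals. Most early genes were highest in the library labelled E16, such as Hmga2 at 222.0 CPM, and most late genes were highest in that labelled E14.

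The Wnt list asked whether feedback and target genes of the Wnt pathway differed in radial glia. With 6 usable genes of 11, its median log2 ratio was 0.98 (0.81 to 1.16) for label E16 over E14, 0.64 (0.39 to 0.87) for E18 over E14 and -0.39 (-0.47 to -0.28) for E18 over E16. The first pair of values lay at percentile 100 of random lists. A minimum of 20 CPM moved the E18 to E14 value most, to 0.98. Lef1 was at 44.9 CPM (39.4 to 50.9), 277.9 CPM (273.1 to 282.9) and 195.4 CPM (190.0 to 201.0) in label order, and Axin2 at 25.8 CPM (21.7 to 30.5), 51.8 CPM (49.7 to 54.0) and 40.2 CPM (37.7 to 42.8).

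At 2000 UMIs per cell, 71.0% (66 to 75.6) of 362 radial glia labelled E14 scored as cycling, against 93.2% (92.2 to 94.1) of 2856 labelled E16 and 83.8% (81.9 to 85.5) of 1737 labelled E18. Too shallow for this were 5, 19 and 16 cells. Without thinning the shares were 71.1%, 95.8% and 84.9%. In intermediate progenitors they were 39.9% (35.5 to 44.4), 92.3% (89.2 to 94.8) and 71.6% (68.6 to 74.5) at equal depth, and 39.96%, 93.7% and 71.4% without thinning. The difference between labels E18 and E14 in radial glia was 12.8 points (7.80 to 18.0). It was 22.8 points with the tested lists among the variable genes, the alternative that moved it most. In intermediate progenitors it was 31.7 points, and -10.3 with the stricter filter.

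Layer genes were compared in newborn and in maturing excitatory neurons apart. The newborn class came from different clusters in each library. In it, 1149 of 1164 cells labelled E14 lay in 1 cluster. Of those labelled E16, 629 of 642 lay in another, led by Calb1, Calb2, Lhx9 and Ebf1. Those labelled E18 lay mainly in clusters of 931 and 945 such cells, the latter with Bcl11b among its leading genes. The ratios below may therefore compare different kinds of neurons, not only stages. In newborn neurons the deep layer list, with 11 usable genes, had a median log2 ratio of 0.79 (0.71 to 0.86) for label E18 over E14 and 0.78 (0.63 to 0.93) for E16 over E14. For E18 over E16 it was -0.02 (-0.10 to 0.12), with 5 genes higher and 6 lower, so it stands for no common direction. Tbr1 was lower and Sox5 higher, at 152.5 CPM labelled E16 and 392.5 CPM labelled E18. Values under the alternatives ran from -0.07 to 0.64. The upper layer list, with 12 usable genes, stood at -1.13 (-1.18 to -1.05) for E18 over E14, -2.27 (-2.42 to -2.14) for E16 over E14 and 0.73 (0.58 to 0.92) for E18 over E16. Under the stricter cell filter, which left 36 newborn neurons labelled E14, the E18 to E14 value of the upper list was 0.07. When each library was clustered on its own, the E16 to E14 value of the deep list was -0.29. Bcl11b was at 214.2 CPM (204.7 to 224.0), 926.5 CPM (901.9 to 951.6) and 866.1 CPM (852.3 to 880.1) in label order. Tbr1 was at 180.3, 522.6 and 302.3 CPM, and Pou3f2 at 645.6, 93.8 and 109.3 CPM. Of the 11 deep genes, 7 were higher and 4 lower for E16 over E14. The lower ones included Sox5, at 223.4 CPM labelled E14 and 152.5 CPM labelled E16.

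Maturing neurons could be compared only between labels E14 and E18. They too came from different clusters, with 523 of 538 labelled E18 in a cluster that held 7 labelled E14. The deep list had a median log2 ratio of 1.22 (1.14 to 1.30) for E18 over E14 and the upper list one of -2.28 (-2.65 to -1.85), with 12 of 13 genes lower. When doublets were removed at 2 times the rate, the deep value was -0.11 and the upper value -0.22, and at Leiden resolution 0.5 they were 0.03 and -0.46. These settings left 1332 and 1440 neurons labelled E14 unassigned to newborn or maturing neurons. Bcl11b was at 366.8 CPM (360.2 to 373.6) labelled E14 and 1106 CPM (1081 to 1130) labelled E18. Ldb2 was among the deep genes that went against their list, at 141.4 CPM labelled E14 and 88.0 CPM labelled E18.

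Per cell at 2000 UMIs, a Bcl11b UMI was found in 33.3% (30.6 to 36.1) of newborn neurons labelled E14, 70.8% (67.1 to 74.3) of those labelled E16 and 73.0% (71.0 to 75.0) of those labelled E18. The cells compared came from different clusters, as given above. Endothelial, mural and microglial cells of all libraries, which should lack this gene, had a Bcl11b UMI in 1.83% (0.223 to 6.47) of 109 cells, with 2 cells too shallow. Their median depth before thinning was 14974 UMIs, against 7268.5, 8523.5 and 8231 UMIs in newborn neurons. Too shallow were 3, 5 and 2 newborn neurons. Without thinning, the shares were 67.7%, 91.1% and 94.9%, and the background was 10.8% (5.71 to 18.1) of 111 cells. The difference of label E18 minus E14, 39.7 points, moved most with the stricter filter, to 62.1.

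The title calls the scaling of neurogenesis non-linear, and the distance between libraries in radial glia asked whether the steps between ages differed in size. Over 3216 genes at 5457506 UMIs per library, the distance was 0.260 between labels E14 and E16, 0.159 between E16 and E18 and 0.199 between E14 and E18. Random splits of the radial glia of 1 library into equal parts gave 0.080, 0.076 and 0.079 at 2568425 UMIs. The first step was 1.64 times (1.56 to 1.68) the second, and from 1.44 to 1.70 times under the alternatives. The widest pair was E14 and E16, not E14 and E18. In newborn neurons, over 3055 genes, the distances were 0.270 for E14 and E16, 0.194 for E16 and E18 and 0.190 for E14 and E18, and in maturing neurons, over 3032 genes, 0.188 for E14 and E18.

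**Figure D3:**
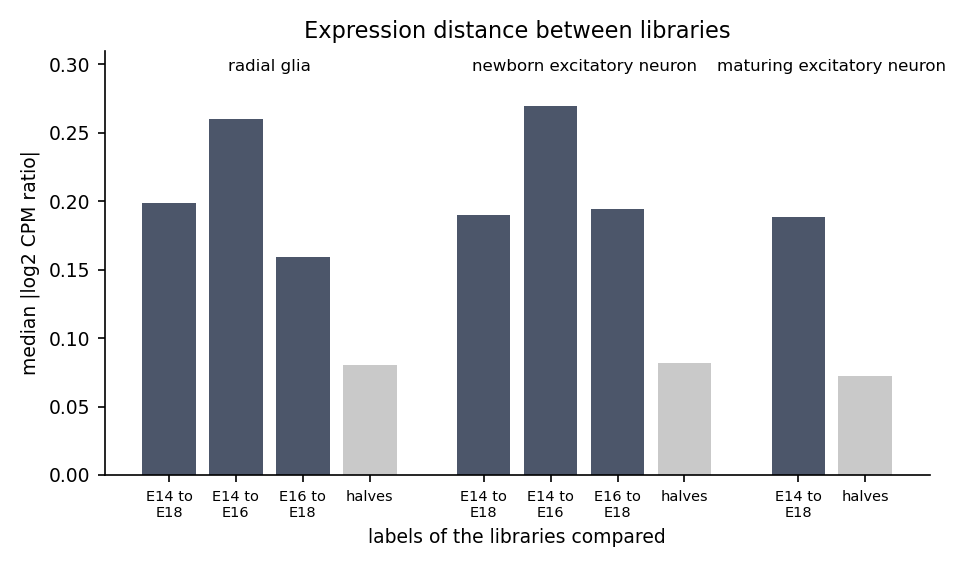
Median absolute log2 CPM ratio between pairs of libraries (dark bars, vertical axis) in 3 cell classes, with the largest value from random splits of the cells of 1 library into equal parts (light bars). In radial glia the pair labelled E14 and E16 lay farthest apart, at 0.260, against 0.080 for such splits.

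Among 3043 genes of radial glia that met the level and class criteria, 835 (27.4%) changed in one direction along the labels. By the fixed rule the 5 highest ratios of label E18 over E14 belonged to Ptgr1, Cadps, Ccnd2, Ntrk3 and Dct, and the 5 lowest to Id1, Nkain4, Id3, Hist2h3c2 and Acaa2. Ptgr1 had 31.1 CPM (26.6 to 36.2), 162.9 CPM (159.1 to 166.7) and 182.0 CPM (176.8 to 187.4) in label order, a log2 ratio of 2.51 for E18 over E14. Cadps had 20.5, 105.7 and 106.0 CPM. The intervals of Cadps, Nkain4 and Acaa2 overlapped between labels E16 and E18. Ccnd2 had 155.0, 374.5 and 515.2 CPM. Id1 fell from 86.9 CPM (79.2 to 95.04) through 13.0 CPM (12 to 14.1) to 6.48 CPM (5.52 to 7.56), a log2 ratio of -3.55. Id3 had 103.2, 39.3 and 20.6 CPM. Of the 10 ratios Id3 moved most, from -2.27 to -3.22 with each library clustered on its own, and none changed sign. No gene of maturing neurons could be named by the rule, because the library labelled E16 held 1 such cell.

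Dissociation stress genes, with 5 usable of 10, had a median log2 ratio in radial glia of 0.86 (0.36 to 1.01) for label E16 over E14 and 0.56 (0.39 to 0.75) for E18 over E14. In newborn neurons the same ratios were -0.80 (-1.01 to -0.55) and -0.34 (-0.54 to -0.18), and in maturing neurons, with 4 usable genes, the E18 to E14 value was -0.27 (-0.44 to -0.14). In radial glia 3 of the 5 genes were higher and 2 lower in both comparisons with label E14, so these medians stand for no common direction. In newborn neurons 4 of 5 genes were lower in both, and in maturing neurons 4 of 4. For E18 over E16 the medians were 0.54 in radial glia and 0.41 in newborn neurons, with 4 of 5 genes higher in each. Jun, the most abundant, was at 340.3, 185.4 and 261.6 CPM in radial glia in label order. The median ratio of all genes with at least 50 CPM stayed within 0.1 of 0 on the log2 scale in each of these class comparisons, with the widest at -0.07 for radial glia, E16 over E14.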

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

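The tests in this part were chosen after the signals had been seen, except the comparison of UMI numbers between cells with both kinds of sex-linked UMI and the other cells.

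Haemoglobin genes were left out of the variable genes, the cluster naming and the genes named by rule. They were not removed from the CPM totals or the main distances. Their UMIs differed sharply between libraries. The embryonic genes Hbz, Hbe1, Hbe2 and Hbg1 made up 2.57% (2.53 to 2.61) of all globin UMIs in the library labelled E14, 67.4% (67.4 to 67.5) in that labelled E16 and 22.0% (21.9 to 22.1) in that labelled E18, over all barcodes. Among kept cells not named erythroid the shares were 16.9%, 63.4% and 28.0%, in the same sequence. Globin UMIs stood at 9703, 66751 and 14640 CPM. The share depended on which barcodes were counted. In the library labelled E14, 13838 of 15663 embryonic globin UMIs lay in kept cells not named erythroid, against 81786 of 608773 globin UMIs. The same counts were 24324 of 3644477 and 38361 of 5405106 labelled E16, and 4475 of 237582 and 15965 of 1079395 labelled E18. Free RNA of red cells would spread both kinds alike, so the 16.9% labelled E14 does not measure blood alone. The amount of blood in a preparation may thus change the share as well as the total. The sequence of the libraries was alike in both counts, but the count outside erythroid cells is no second measure of blood. Red cells of rodent embryos replace embryonic by adult globins as development goes on, so younger embryos in the library labelled E16 than in that labelled E14 would give a higher share there, as the 67.4% shows. Which embryos were used was not tested beyond these UMIs. A difference in the litters or in the source of the blood stays open.

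UMIs of Xist and of Y chromosome genes were found in every library, more than the limit that a count of 0 allows. At 2000 UMIs per cell, Y chromosome UMIs were in 23.3% of cells labelled E14, 10.4% of those labelled E16 and 17.4% of those labelled E18. Xist UMIs were in 13.3%, 40.5% and 17.7%. Cells with both kinds numbered 14, 15 and 15, where independence would give 132.8, 207.4 and 166.0. Free RNA in the droplets would put both kinds together about as often as chance, and the highest ratio of observed to chance over the libraries was 0.105, which argues against it as the source of most of these UMIs. Each library thus may pool embryos of both sexes, in different proportions, with the library labelled E16 richer in Xist. Whether the few cells with both kinds are droplets with more than 1 cell cannot be told apart from other sources with about 15 such cells per library. Their median UMI number was 0.771 times that of cells with 1 kind in the library labelled E14, 0.925 times in that labelled E16 and 1.48 times in that labelled E18. Droplets with 2 cells should have more UMIs, which held in 1 of 3 libraries. Sex was not part of the comparisons and no biological explanation was tested.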

How the results depend on the processing

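The 12 main comparisons, which set label E18 against label E14 or form the ratio of distances, and the other values were recomputed under the alternatives. A value counts as moved when it left the counting interval of the main value. Only giving every cluster its best class was chosen after seeing the data, and it left all 12 main comparisons as they were, since the clusters it added went to the GABAergic and choroid plexus classes. Over all alternatives, 88 of 152 values of the 12 main comparisons stayed within their interval, 62 moved and 2 changed direction. The cause was not tested for any of the changes, except where a count of cells is given.

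Directions in radial glia held under each alternative run. The early list, 1.02, moved to 1.34 with genes of at least 20 CPM, and the Wnt list, 0.64, moved to 0.98 in the same setting. The late list, -1.59, moved to -1.39 there, to -1.47 without doublet removal, to -1.53 by marker score, to -1.53 without mitochondrial, ribosomal protein and haemoglobin UMIs, and to -1.50 with a pseudocount of 5 CPM. The share of radial glia, 23.7 points, moved to 22.1 with the looser filter, 5.98 with the stricter filter and 18.7 with each library clustered alone. Their cycling share, 12.8 points, moved to 6.07 with the stricter filter, 21.2 without doublet removal and 22.8 with the lists among variable genes. The distance ratio, 1.64, moved to 1.52 with the stricter filter, 1.70 with doublets removed at 2 times the rate, 1.44 with libraries clustered alone, 1.70 over genes of at least 200 CPM and 1.55 over genes of at least 10 CPM.

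Values that rest on the borders between progenitors, newborn and maturing neurons were less stable. The excitatory neuron share, -32.5 points, moved to -19.4 with the looser filter, -5.15 with the stricter filter, -37.0 without doublet removal, -26.5 with double removal, -41.2 and -38.1 at resolutions 0.5 and 2, -40.9 with libraries clustered alone and -35.4 with the lists among variable genes. The log2 ratio of intermediate progenitors per radial glia cell, -1.33, moved in all planned settings: -2.23 (looser filter), -0.26 (stricter), -1.01 (no doublet removal), -1.83 (double removal), -0.73 and -0.90 (resolutions 0.5 and 2), -0.86 (libraries alone), -1.60 (marker score) and -1.02 (lists among variable genes). That of newborn neurons per radial glia cell, -1.54, reversed to 0.26 with the stricter filter and moved to -1.07 with double removal, -2.28 and -2.09 at resolutions 0.5 and 2, -0.85 with libraries alone and -1.78 by marker score.

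In newborn neurons the deep list, 0.79, moved to 0.90 with the looser filter, 1.42 with the stricter filter, 1.2 without doublet removal, 0.97 and 0.91 at resolutions 0.5 and 2 and 1.09 with the lists among variable genes. The upper list, -1.13, reversed to 0.072 with the stricter filter and moved to -1.0 with the looser filter, -1.20 without doublet removal, -0.94 with double removal, -0.84 and -0.94 at resolutions 0.5 and 2, -0.52 with libraries alone, -0.92 by marker score and -1.01 with the mean of the cells' own CPM. The Bcl11b share, 39.7 points, moved to 62.1 with the stricter filter, 46.5 without doublet removal, 35.8 with double removal, 46.1 and 44.7 at resolutions 0.5 and 2, 45.7 with libraries alone, 44.9 with the lists among variable genes and 27.2 without thinning.

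Of 594 other values, 359 stayed, 228 moved and 7 reversed. Sign changes from a main value whose interval spanned both signs are not among the 7. The deep list in newborn neurons for label E18 over E16, -0.02, kept its sign in 8 of 15 alternatives. It was 0.64 with libraries alone. The Bcl11b share for label E18 minus E16, 2.21 points, kept its sign in 10 of 12. With the stricter filter, the label E18 minus E14 difference was -1.31 points for the share of intermediate progenitors, from 5.65, and -10.3 points for their cycling share, from 31.7. With the looser filter the share of intermediate progenitors differed by -2.09 points. The newborn neuron share, label E18 minus E14, went from 8.08 to -6.25 and -2.70 points at resolutions 0.5 and 2. The deep list in maturing neurons went from 1.22 to -0.11 with double removal, and that in newborn neurons for label E16 over E14 from 0.78 to -0.29 with libraries alone. The stricter filter left 322 cells labelled E14, 36 of them newborn neurons and 137 radial glia, so the reversals in that setting rest on few cells.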

Other observations

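The tests in this part were chosen after the result was seen, except the test of which library lies between the others over all 219 radial glia genes with at least a 2-fold range.

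The 3 libraries formed a clear sequence, but not that of their labels. Early radial glia genes, late radial glia genes, the share of radial glia, the share of excitatory neurons, the cycling share of progenitors, upper layer genes in newborn neurons and embryonic globins each placed the library labelled E18 between that labelled E16 and that labelled E14. In the usual course of cortical development early genes and radial glia decline while late genes, neurons and upper layer genes gain. Read that way, the library labelled E16 would be the youngest and that labelled E14 the oldest. This list holds for the main setting, and its upper layer genes compare newborn neurons from different clusters. Under the stricter filter, the upper list was 0.07 for label E18 over E14 and 1.18 for E18 over E16. The cycling share of intermediate progenitors there was -10.3 points for E18 minus E14 and -24.0 for E18 minus E16. Neither placed the library labelled E18 in the middle, though few cells labelled E14 were left. Not every measure took part in the main setting either. The genes of the deep layer list in newborn neurons went both ways between labels E16 and E18, and the shares of intermediate progenitors and newborn neurons were highest in the library labelled E18. No exchange of a single pair of labels gives this sequence, since all 3 labels would have to move.

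Several technical explanations were weighed against this pattern. The early list was measured within radial glia from the start, with a median log2 ratio of 1.94 for label E16 over E14, so this value is no separate test of the class mix. Under the 15 alternatives, several of which define radial glia differently, it ran from 1.80 to 2.24. A different mix of cells inside the class stays open. Depth per cell would have to differ between radial glia labelled E14 and E16, but their median UMI numbers were 13340 and 13601, a log2 ratio of 0.028 (-0.05 to 0.10), below that of the list. Damaged cells in the library labelled E14, which had the highest mitochondrial share, would be reduced by the stricter filter. The log2 ratio of the early list remained 1.80 there. Other measures of the pattern did move under that filter, which left 322 cells labelled E14. For label E18 minus E14, the radial glia share went from 23.7 to 5.98 points and the excitatory neuron share from -32.5 to -5.15. The filter kept the classes labelled E14 unequally. It left 137 radial glia, against 367 in the main setting, but 56 maturing neurons against 2165 and 36 newborn neurons against 1164. The moves of the shares therefore cannot tell damage from a mitochondrial share that differs by class. The upper list in newborn neurons for E18 over E14 went from -1.13 to 0.07. Tissue from outside the dorsal cortex in the library labelled E16 would matter less in radial glia with a UMI of Emx1, a gene of the dorsal telencephalon. Such cells were 56.7%, 81.4% and 75.2% of radial glia in label order, and within them the log2 ratio was 2.06. These shares were taken without thinning. How often cells from outside the dorsal cortex carry an Emx1 UMI was not measured, so this split does not decide on tissue. Cells named as choroid plexus were 0, 143 and 57 in label order, and those named as meningeal or fibroblast-like 0, 93 and 20. The unnamed cluster led by Fgf17 and Fgf8 held 3, 426 and 35. The tissue taken thus may have differed between libraries, which bears on the class shares. Whether it also gave different radial glia was not tested. The depth and filter values argue against depth and damage as the whole cause of the shift in the early list. Damage stays open for the class shares and upper layer genes. Tissue stays open for the stage genes and for the class shares.

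A candidate explanation is that the libraries were exchanged between labels. If so, radial glia genes that differ clearly between libraries would place the library labelled E18 in the middle. It lay there for 87.2% of the 219 genes with at least a 2-fold range. Of the 206 outside the early and late lists, the library labelled E18 lay between the others in 87.4%, that labelled E16 in 8.74% and that labelled E14 in 3.88%. Which library lay in the middle was not counted for all radial glia genes without the 2-fold limit. In another set, the 3043 genes that met the level and class criteria, 835 (27.4%) changed in one direction along the labels. For those the library labelled E16 lay in the middle. The distances had the shape seen in the 219 genes, with E14 and E16 farthest apart in radial glia. The embryonic globin share of 67.4% in the library labelled E16 is consistent with younger embryos there. This remains a hypothesis, found and tested on the same libraries, and files or labels alone cannot say where an exchange might have happened. With 1 library per label, a batch of dissection or library preparation cannot be told apart from age, and the labels name no batch. The stress list, with a median log2 ratio of 0.86 in radial glia for label E16 over E14, decides nothing here, since 3 of its genes were higher and 2 lower in that comparison. A true difference in the tempo of these embryos, with the labels correct, stays open and untested.

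If the labels were exchanged in that way, the step ratio of 1.64 in the report would not compare the earlier with the later interval. It would compare the widest pair of ages with the pair of the youngest and the middle library. The sizes would then be 0.159 from the library labelled E16 to that labelled E18 and 0.199 from there to that labelled E14. The stricter filter gave 1.52 for the ratio in label order. No value here decides between these readings, and they may change again with replicate libraries.

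The 2 unnamed clusters are given as values. One held 426 cells labelled E16, 35 labelled E18 and 3 labelled E14, led by Fgf17, Fgf8, Zic4 and Spry1. The other held 18 cells labelled E16 and 13 labelled E18, led by Bmp4, Wfdc1 and Cbln1. These genes were seen before they were named here, and no marker list for such cells had been fixed.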
